A study of Arabidopsis thaliana with 9 samples.

How the data were processed

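RNA from sepals was sequenced in 9 libraries of Arabidopsis thaliana, 3 from each of 3 genotypes: wild-type Col-0 (WT), the mutant gir1-1 and the mutant atml1-3. Per the labels, each library came from 200 sepals of 50 unopened buds at floral stage 12, plants were grown at 23 °C in continuous light, RNA was extracted with a column kit, and library construction and Illumina sequencing were done by a company. The labels put all libraries in one batch.

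The authors deposited one table of the whole series. Per its note line, it holds raw read counts per gene for each library, and these counts are the values used for every test here. The deposited FPKM values of each library were made by the authors by dividing the counts by gene length and by a library total. The totals recovered from the FPKM values differed by 0% from counts scaled with DESeq2's median-of-ratios size factors over the 9 libraries, and the FPKM values were used only for that check. The authors also deposited a log2 fold change and a p-value with its adjusted p-value for each pair of genotypes, per the file headers. The tool behind them is not stated. A DESeq2 fit of each pair of genotypes gave p-values within 1e-04 of the deposited ones for all 24408, 24326 and 24279 genes with a p-value in the 3 comparisons. The aligner, the counting program, the use of strand and the genome build are not stated. The table's gene starts and ends matched those of the TAIR10.1 RefSeq annotation for 99.97% of the 38068 genes, of 38299 in the table, whose identifiers were found there, so coordinates are given on TAIR10.1. Gene symbols are those of the table, with 6 loci of the gene lists named from the lists because the table gives them only a locus name.

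Groups and replicate numbers were taken from the sample titles. The main test was edgeR 4.0.16's quasi-likelihood F test in R 4.3.3 on the counts as deposited, with TMM scaling, in one fit of all 9 libraries with the genotype as the only factor and 6 residual degrees of freedom before moderation. Genes were kept by filterByExpr with its default settings, which left 19174 genes and at least 99.88% of each library's counts. The biological coefficient of variation was 0.30. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Values per library are CPM, the counts brought to a common library size after TMM scaling. The total count per library was between 15328056 and 20148807, so 3 counts, taken as the smallest amount a library can show, correspond to at most 0.189 CPM. Such floors cover counting error only. Standard deviations between the 3 libraries of a genotype include counting error and biological spread.

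The 5 gene lists, written from general knowledge of the pathways before the data were examined, were tested with camera of limma 3.58.1 on the same fit, with the correlation between genes estimated from the data. The mutated gene was left out of its own list in its own mutant. The p-values were adjusted over 10 tests, 5 lists in each of the 2 mutants, and those of the direct comparison of the mutants over the 5 lists. The value reported for a list is the median log2 fold change of its members. All 105 loci of the lists were found in the table.

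Genes are named by a rule fixed together with the lists. GIR1, ATML1, LGO, GIR2, PDF2, MYB28 and MYB29 are always named. In each contrast the 5 largest rises and the 5 largest falls are named among genes with an adjusted p-value under 0.05, a mean of at least 10 counts and no overlap between the 3 libraries of one genotype and those of the other. At most 5 members of a list that passed the threshold in a mutant contrast, and the 5 strongest genes changed the same way in both mutants, were to be named as well. Other genes are named with a statement that they were chosen after their values were seen.

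The replicate numbers come from the sample titles, which do not say that equal numbers were collected together, so the main fit has no block. Libraries of one genotype were compared pairwise before averaging. The chi-square statistic per degree of freedom was between 27.70 and 67.14 for the 9 pairs, so no pair agreed within sampling noise and each library counts as 1 replicate.

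The tests were run on simulated counts with the real genes' means and the real library sizes, in 2 draws with 200 changed genes each and between 18835 and 18867 genes tested. The spread of each gene was edgeR's own dispersion estimate, equal in all genotypes, and genes were drawn independently. The simulation may therefore favour edgeR, and it lacks the correlation between genes and the unequal spread of the real data. The edgeR test called 62.8% of the changed genes and 82.7% of those changed at least 4-fold, with 3.1% of its calls false. DESeq2 1.42.0 called 73.8%, with 21.0% of its calls false, and limma-voom called 57.8%, with 3.8% false. In simulated data without changes, edgeR made 0 calls and DESeq2 made between 7 and 17.

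The alternatives were the replicate number as a block, a fit of only the genotypes compared, DESeq2's size factors or total counts as the scaling, a looser and a stricter filter on low counts, DESeq2's Wald test, limma-voom, a 2-fold minimum change, other list tests, the WT libraries split between the mutants, and the omission of each library in turn. Robust estimation in edgeR was added after the data were seen. Exon numbers, overlapping genes, GC content and 50-base words shared with the rest of the genome were taken from the TAIR10.1 sequence and annotation.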

Results

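Gene expression was measured by RNA sequencing in stage 12 sepals of WT, gir1-1 and atml1-3 plants, with 3 libraries per genotype. GIR1 encodes a small adaptor protein, and ATML1 encodes a transcription factor of the HD-ZIP IV family that acts in the epidermis. The series title places both in a repression module with the co-repressor TPL and names glucosinolates, which are defence compounds of the cabbage order, and giant cells, which are large endoreduplicated epidermal cells of the sepal. The questions addressed were which genes change in each mutant, whether the mutants share their changes, and whether genes of glucosinolate metabolism and of giant cell formation are among them. The libraries held 18284627, 17665057 and 16607356 counts in WT, 17737645, 16828357 and 20148807 in gir1-1, and 15328056, 19859287 and 16392725 in atml1-3. Of the 38299 genes in the table, 12424 had no count in any library.

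Libraries of WT and of gir1-1 differed within the genotype about as much as libraries of different genotypes did, while those of atml1-3 were closer to each other. The correlation of log2 CPM across genes, which are not independent replicates, was 0.944 to 0.957 within WT, 0.938 to 0.957 within gir1-1, 0.960 to 0.974 within atml1-3, and 0.928 to 0.964 between genotypes. The first principal component of the 500 most variable genes held 43.3% of their variance. On it, gir1-1 replicate 3 lay at 48.0 and gir1-1 replicate 2 at -5.4, while the WT libraries spread from -21.5 to 19.1 and the atml1-3 libraries from -27.8 to -10.8.

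**Figure D1:**
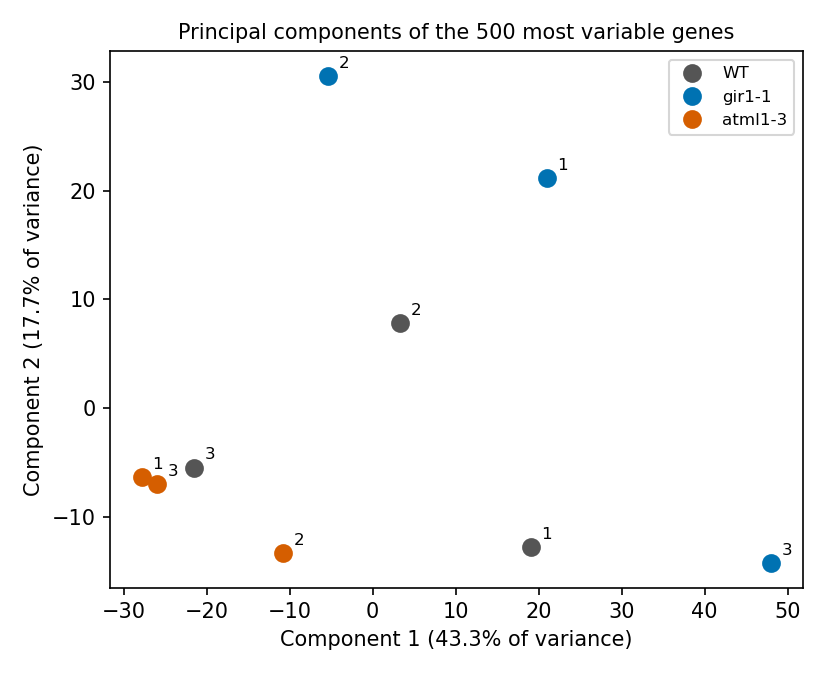
Principal components of log2 CPM over the 500 most variable genes, with 1 point per library, the replicate number beside it and the colour giving the genotype. The x axis (43.3% of the variance) and the y axis (17.7%) are component scores, and WT and gir1-1 libraries overlap along both.

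The mutated genes were examined first. GIR1 (AT5G06270, chromosome 5, 1912013 to 1913728, plus strand, 2 or 3 exons depending on the transcript) had 26, 36 and 73 counts in the WT libraries, 12, 10 and 7 in gir1-1, and 14, 10 and 17 in atml1-3. Its level was 2.65 ± 1.46 CPM in WT, 0.544 ± 0.177 in gir1-1 and 0.792 ± 0.277 in atml1-3 (mean ± SD, n = 3 each). The log2 fold change in gir1-1 against WT was -2.28 (SE 0.56), with an adjusted p-value of 0.385 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and among the alternatives was below the threshold only under DESeq2's Wald test of all 9 libraries, at an adjusted p-value of 0.032. The authors' deposited table, whose p-values a DESeq2 fit of each pair of genotypes matched, has an adjusted p-value of 0.0624 for GIR1. ATML1 (AT4G21750, chromosome 4, 11555039 to 11560771, plus strand, 11 or 12 exons) stood at 37.9 ± 11.6 CPM in WT, 21.3 ± 4.61 in gir1-1 and 13.4 ± 4.90 in atml1-3 (mean ± SD, n = 3 each). Its log2 fold change in atml1-3 against WT was -1.49 (SE 0.32), with an adjusted p-value of 0.365 by edgeR. DESeq2's Wald test gave an adjusted p-value of 0.00577, and the authors' deposited table has 0.00289. All 6 mutant libraries had their own mutated gene below every WT library, but neither difference passed the edgeR threshold over all genes. Each mutant also had the other's gene lower than WT, with log2 fold changes of -1.74 (SE 0.54) for GIR1 in atml1-3 and -0.83 (SE 0.31) for ATML1 in gir1-1, and adjusted p-values of 0.372 and 0.607 by edgeR.

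Of the genes named in advance for their relation to these regulators, none passed the threshold by edgeR in either mutant. GIR2 (AT3G11600, chromosome 3, 3667205 to 3668303, 1 exon), a paralog of GIR1, was at 8.43 ± 4.63 CPM in WT, 25.1 ± 6.62 in gir1-1 and 7.96 ± 2.76 in atml1-3 (mean ± SD, n = 3 each), a log2 change in gir1-1 of 1.57 (SE 0.39) with an adjusted p-value of 0.394 by edgeR. DESeq2's Wald test gave GIR2 an adjusted p-value of 0.0217 in gir1-1, and the authors' deposited table has 0.0295. LGO (AT3G10525, chromosome 3, 3281306 to 3282131, 1 exon), which encodes a cell cycle inhibitor needed for giant cells, was at 22 ± 7.04 CPM in WT, 18.2 ± 4.44 in gir1-1 and 39.8 ± 11.3 in atml1-3. Its log2 change in atml1-3 was 0.85 (SE 0.29), with an adjusted p-value of 0.381 by edgeR. Of the LGO exon, 40.3% overlaps a gene on the other strand, so its count is uncertain. PDF2 (AT4G04890), the closest paralog of ATML1, changed by -0.22 (SE 0.17) in gir1-1 and -0.36 (SE 0.17) in atml1-3 on the log2 scale. Between atml1-3 and gir1-1 the log2 differences were -1.65 (SE 0.39) for GIR2, 1.13 (SE 0.29) for LGO and -0.15 (SE 0.17) for PDF2. Their adjusted p-values were 0.335, 0.476 and 0.851 by edgeR, and 6.52e-05, 0.0109 and 0.922 in the authors' deposited table.

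**Figure D2:**
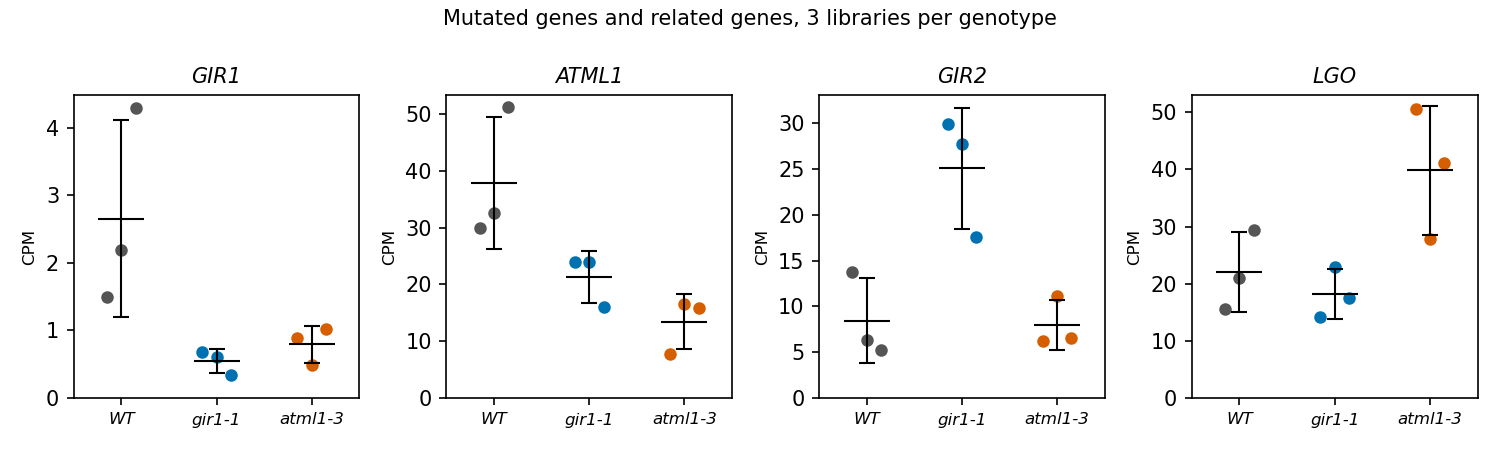
CPM on TMM-scaled library sizes (y axis, linear from 0) of GIR1, ATML1, GIR2 and LGO in the 3 genotypes (x axis), with points for the 3 libraries and a bar with whiskers for the mean ± SD. GIR1 is at 2.65 CPM on average in WT and under 1 CPM in every mutant library except 1 atml1-3 library at 1.01 CPM.

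Genes changed in gir1-1 were sought over the 19174 genes tested. With edgeR, 3 genes had an adjusted p-value under 0.05, of which 2 were higher and 1 was lower than in WT, and 1442 genes (7.5%) had an unadjusted p-value under 0.05. The alternative that moved this count most was DESeq2's Wald test, which called 163 genes. In simulated data 21.0% of DESeq2's calls were false, against 3.1% for edgeR. Those data were drawn with edgeR's own dispersion estimates, so they do not give the share of false calls among the 163. MLP43 (AT1G70890, chromosome 1, 26725521 to 26726652, minus strand, 2 exons), which encodes an MLP-like protein, rose from 0.652 ± 0.320 CPM in WT to 42.9 ± 11.5 in gir1-1 (mean ± SD, n = 3 each). Its log2 fold change was 6.03 (SE 0.57), with an adjusted p-value of 0.00984 by edgeR. AT5G17700 (chromosome 5, 5830570 to 5834000, minus strand, 8 or 9 exons), annotated as a MATE efflux protein, rose from 2.69 ± 1.18 to 77.6 ± 17.5 CPM (mean ± SD, n = 3 each), a log2 fold change of 4.85 (SE 0.50) with an adjusted p-value of 0.0147 by edgeR. MAF5 (AT5G65080, chromosome 5, 25997504 to 26002619, plus strand, 5 or 6 exons), a MADS-box gene, fell from 17.6 ± 4.09 to 2.67 ± 0.171 CPM (mean ± SD, n = 3 each), a log2 fold change of -2.71 (SE 0.22) with an adjusted p-value of 0.00484 by edgeR. When each of the 6 libraries was left out in turn, MAF5 passed the edgeR threshold in 5 of the 6 fits, MLP43 in 4 and AT5G17700 in 2, and none changed sign. In the authors' deposited table, 111 genes had an adjusted p-value under 0.05 in this comparison, 64 higher and 47 lower in gir1-1, and the 3 genes were among them.

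In atml1-3 against WT, 0 genes passed the threshold by edgeR, while 2246 genes (11.7%) had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.075 by edgeR, for the plastid gene rbcL, which is named after its value was seen and had a log2 fold change of -1.61 (SE 0.18). DESeq2's Wald test called 168 genes. The authors' deposited table has 302 genes with an adjusted p-value under 0.05, 88 higher and 214 lower in atml1-3. The 3 libraries of atml1-3 did not overlap those of WT for 18.5% of the genes, against 10.5% for gir1-1, where 10% is the share given by chance with 3 libraries against 3.

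The mutants were then compared with each other. With edgeR, 16 genes had an adjusted p-value under 0.05 between atml1-3 and gir1-1, 1 higher and 15 lower in atml1-3. Fitting only these genotypes gave 42 genes and DESeq2's Wald test gave 153. The gene higher in atml1-3 was MAF5, at 10.3 ± 0.431 CPM (mean ± SD, n = 3), a log2 difference of 1.94 (SE 0.22) with an adjusted p-value of 0.0178 by edgeR. Among the 15 genes that passed and were lower, the largest difference was that of CYP79F1 (AT1G16410, chromosome 1, 5608682 to 5612064, plus strand, 2 or 3 exons). CYP79F1 is a cytochrome P450 gene of aliphatic glucosinolate synthesis, with counts of 2491, 832 and 941 in gir1-1 against 4, 6 and 2 in atml1-3. The log2 difference was -8.42 (SE 1.21), with an adjusted p-value of 0.0487 by edgeR. Of its 50-base words, 1.7% occur elsewhere in the genome, so part of its reads could be shared with its neighbour CYP79F2. MLP43 differed by -7.31 (SE 0.63) and AT5G17700 by -6.22 (SE 0.55), both with an adjusted p-value of 0.00504 by edgeR. MAM1 (AT5G23010, chromosome 5, 7703041 to 7706973, plus strand, 9 or 10 exons), which encodes a chain-elongation enzyme of aliphatic glucosinolate synthesis, was at 171 ± 74.8 CPM in gir1-1 and 1.90 ± 1.37 in atml1-3 (mean ± SD, n = 3 each), a difference of -6.49 (SE 0.88) on the log2 scale with an adjusted p-value of 0.0423 by edgeR. AT3G26460 (chromosome 3, 9683682 to 9684657, minus strand, 2 exons), another MLP-like gene with 3.8% of its words found elsewhere, differed by -5.83 (SE 0.84) on the log2 scale, with an adjusted p-value of 0.0487 by edgeR. With each of the 6 libraries left out in turn, MLP43 passed the edgeR threshold in 6 fits and AT5G17700 in 5, whereas MAF5, CYP79F1, MAM1 and AT3G26460 passed in 0. Over these fits the log2 difference ran from -8.28 to -6.76 for MLP43, from -7.23 to -5.19 for AT3G26460 and from -8.70 to -7.72 for CYP79F1. It ran from -7.12 to -6.07 for MAM1, from -6.84 to -5.76 for AT5G17700 and from 1.90 to 1.99 for MAF5. In atml1-3, MLP43 had 9, 5 and 0 counts, AT3G26460 had 6, 0 and 2, and CYP79F1 had 4, 6 and 2. The sizes of their differences are therefore uncertain. All 16 genes were among the 320 with an adjusted p-value under 0.05 in the authors' deposited table.

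**Figure D3:**
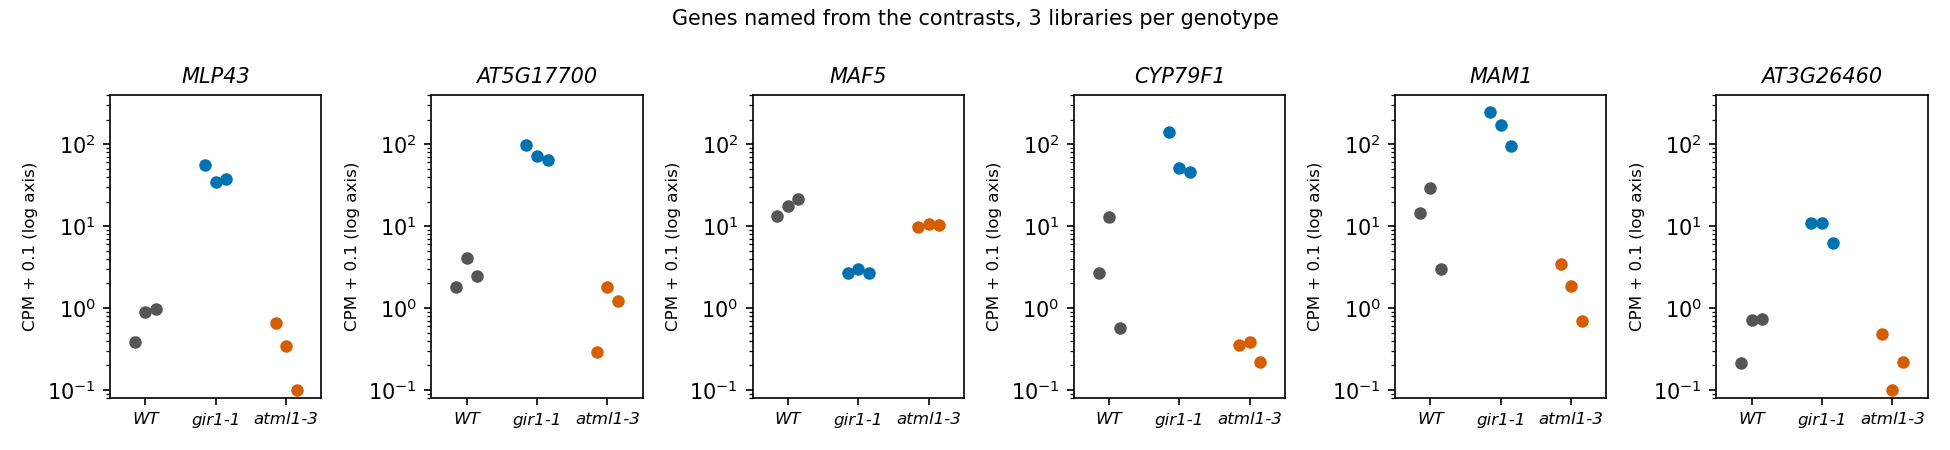
CPM plus 0.1 (y axis, log scale) of the 6 genes named from the contrasts, with points for the 3 libraries of each genotype (x axis). MLP43, AT5G17700, CYP79F1, MAM1 and AT3G26460 are higher in every gir1-1 library than in every WT and atml1-3 library, and MAF5 is lower.

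Whether the mutants changed the same genes was asked in several ways. With edgeR, 0 genes passed the threshold in both contrasts in the same direction. At an unadjusted p-value under 0.05 in both, there were 549 genes, of which 517 changed the same way and 32 the opposite way. Over all genes tested, the log2 fold changes of the mutants had a Spearman correlation of 0.467 across genes, which are not independent replicates. Both contrasts use the same WT libraries, which makes their changes correlate. With the WT libraries split between the mutants in each of the 6 possible ways, the correlation was between -0.157 and 0.247, with a median of 0.078.

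Aliphatic glucosinolate synthesis genes had medians of opposite sign in the mutants, under TMM, DESeq2 and total-count scaling alike. Of the 29 genes on the list, 27 could be tested. In gir1-1, 25 were higher than in WT (26 with total-count scaling), the median log2 fold change was 2.27 with members from -0.51 to 3.97, and the list test gave an adjusted p-value of 0.0408 (camera on the edgeR fit). The alternative that moved the adjusted p-value of this list furthest upwards, to 0.148, was the omission of WT replicate 1 or WT replicate 3. In atml1-3, 23 of the 27 were lower than in WT and 4 higher (5 with total-count scaling), with a median of -1.62 and an adjusted p-value of 0.405 (camera). No member passed the edgeR threshold over all genes in either mutant. Adjusted over the list alone, 18 members passed in gir1-1, all of them higher, and 8 in atml1-3, all of them lower. Between atml1-3 and gir1-1, 26 of the 27 were lower in atml1-3, with a median of -4.24 and a camera p-value adjusted over the 5 lists of 0.0144. Of these, 20 passed the edgeR threshold over the list alone and 3 over all genes. The WT libraries differed among themselves in these genes, with MAM1 at 14.3, 29.6 and 2.94 CPM. The regulator MYB29 (AT5G07690, chromosome 5, 2446669 to 2448584, plus strand, 3 exons), which lies 0.53 Mb from GIR1, had 4, 6 and 2 counts in WT, 120, 20 and 69 in gir1-1, and 0 in every atml1-3 library, where the depth could not show a level under 0.189 CPM. Its log2 fold change in gir1-1 was 3.97 (SE 0.79), with an adjusted p-value of 0.311 by edgeR. Between atml1-3 and gir1-1 its log2 difference was -9.07 (SE 1.25), with an adjusted p-value of 0.0728 by edgeR and 3.1e-07 in the authors' deposited table. With 0 counts in atml1-3, the size of that difference is not known. DESeq2's Wald test gave MYB29 an adjusted p-value of 0.00145 in gir1-1, and the authors' deposited table has 0.000376. By the authors' adjusted p-values, 7 aliphatic members were under 0.05 in gir1-1 against WT, 3 in atml1-3 against WT and 19 between the mutants. MYB28 (AT5G61420) was at 24.7 ± 10.3 CPM in WT, 39.5 ± 8.30 in gir1-1 and 19.7 ± 4.94 in atml1-3 (mean ± SD, n = 3 each), and neither change passed the threshold.

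Indolic glucosinolate synthesis genes were tested in the same way, with 13 of 19 expressed highly enough. Whether the members of this list serve indolic synthesis alone was not examined. Its results are therefore not separate evidence from those of the aliphatic list. In gir1-1, 12 of the 13 were higher than in WT, with a median log2 fold change of 0.83 and an adjusted p-value of 0.0408 (camera), and 9 passed the edgeR threshold over the list alone and 0 over all genes. The camera call was lost with the replicate block, with only the genotypes compared in the fit, and in each of the 6 fits that left out a library, where the adjusted p-value was between 0.0606 and 0.148. In atml1-3 the median was 0.07, with 8 members higher and 5 lower and an adjusted p-value of 0.883 (camera). Between atml1-3 and gir1-1 the median was -1.17, with 12 of 13 lower in atml1-3 and a camera p-value adjusted over the 5 lists of 0.0151.

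**Figure D4:**
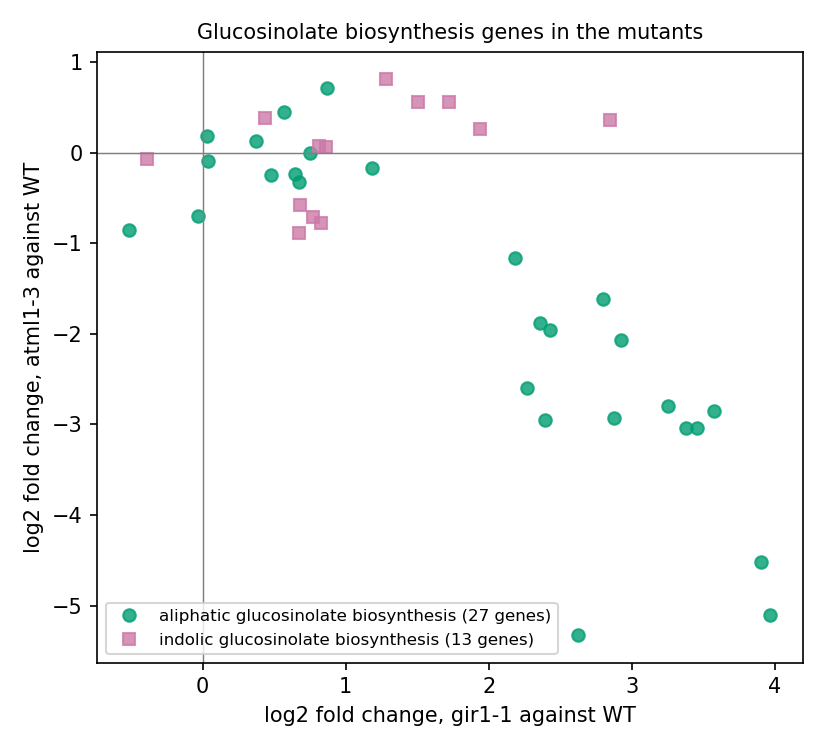
Log2 fold change in gir1-1 against WT (x axis) and in atml1-3 against WT (y axis) of 27 aliphatic (circles) and 13 indolic (squares) glucosinolate synthesis genes, 1 point per gene from the edgeR fit of all 9 libraries. Most aliphatic genes lie to the right of 0 and below 0, with medians of 2.27 and -1.62. MYB29 has 0 counts in atml1-3, so the size of its change there is not known.

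The remaining lists did not pass the threshold in either mutant. For glucosinolate breakdown, with 12 genes tested, the median log2 fold change was 0.23 in gir1-1 and 0.12 in atml1-3, with adjusted p-values of 0.426 and 0.580 (camera). For giant cells and endoreduplication the medians were -0.28 over 13 genes in gir1-1 and -0.22 over 12 genes in atml1-3, with adjusted p-values of 0.405 and 0.580 (camera). In gir1-1, 3 of these genes were higher and 10 lower, and in atml1-3, 4 were higher and 8 lower. The list was not split by whether members promote or oppose endoreduplication. A median and a test by direction can miss a change in which such members move opposite ways, so they do not exclude one. For the HD-ZIP IV family they were -0.22 over 9 genes and -0.45 over 8 genes, with adjusted p-values of 0.625 and 0.405 (camera). Adjusted over each list alone, 4 breakdown genes passed the edgeR threshold in each mutant and 1 giant cell gene passed in atml1-3, where it was lower. Of the breakdown genes that passed, 2 were higher and 2 lower in gir1-1, and all 4 were lower in atml1-3. The positive medians of that list therefore do not describe the genes that passed.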

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

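The tests of nectary RNA, of a linked variant, of a mislabelled sample and of a single gir1-1 library were chosen after the results they concern had been seen. Each result here was picked out because the mutants differed from each other when compared directly.

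The aliphatic glucosinolate list had a median log2 difference of -4.24 between atml1-3 and gir1-1, with 26 of 27 genes lower in atml1-3. Of the 4 ways of splitting the 6 mutant libraries that part all same-numbered replicates, 1, the real one, gave a list p-value as small, and of the 6 splits that part only 1 pair, 0 did. With 4 such splits a share under 0.05 cannot be reached. The TMM factors ran from 0.933 to 1.045 and the totals of the genotypes overlapped, which leaves scaling and depth too small to account for the difference. Under DESeq2's size factors and total counts the median was -4.24 and -4.18. The 10 most counted genes took between 4.41% and 6.26% of each library. Removing the trend of log2 change with GC content and gene length left a median of -4.16. Over the 22 members with under 1% of their 50-base words elsewhere in the genome, the median was -3.79, so reads shared between paralogs did not account for most of the difference. With a score of marker genes as a covariate the median was -4.13 for stamens, petals and carpels, of whose 10 markers 5 could be tested, and -5.16 for nectaries. Both are weak tests. The stamen, petal and carpel score rests on few markers and hardly moved the median, so it does not rule these tissues out. The nectary score was lowest in the 3 gir1-1 libraries and so largely follows the genotype. All 6 mutant libraries had their own mutated gene below every WT library. Because GIR1 and ATML1 were each lower in both mutants, this cannot exclude a swap of all libraries between the mutants. A candidate explanation outside the mutation is a variant linked to GIR1, since MYB29 lies 0.53 Mb away on the same chromosome. In the 1 Mb on either side of GIR1, 6.3% of 429 genes had an unadjusted p-value under 0.05 in gir1-1, against 7.5% of all genes, and 22.4% of windows of that width had a smaller share, so the region as a whole did not stand out. It does hold PMSR2 (AT5G07460, chromosome 5, 2360630 to 2362228), named after its values were seen, which lies between GIR1 and MYB29 and is 1 of the 16 genes called between the mutants. Its log2 fold change in gir1-1 was 2.77 (SE 0.38), with an unadjusted p-value of 2.49e-05 and an adjusted p-value of 0.092 by edgeR. The share of changed genes in the window does not address a variant acting on MYB29 or PMSR2 alone, which was not tested and stays open. A biological hypothesis is that loss of GIR1 raises, and reduction of ATML1 lowers, the expression of this pathway. It was not established. The real split was the only 1 of all 10 with so small a p-value, but the 4 matched splits could not have excluded a chance split whatever the data, so by this test the pattern cannot be told apart from one, nor from a swap of all libraries between the mutants.

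The spread within WT limits this comparison. The range of log2 CPM over the 3 libraries had a median of 1.80 over the aliphatic genes in WT, against 0.59 over all genes tested. In gir1-1 these values were 1.25 and 0.54, and in atml1-3 they were 0.59 and 0.45. The mean of the aliphatic genes relative to their average over all libraries was -0.45, 0.64 and -1.16 in the WT libraries, 2.31, 1.58 and 1.25 in gir1-1, and -1.21, -1.35 and -1.60 in atml1-3, so WT replicate 3 lay close to atml1-3. The scores of gir1-1 and atml1-3 did not overlap, which a swap of single libraries between them would have mixed if the genotypes differ in these genes. The score is made of the genes whose difference is in question, so it is not an independent check of the labels.

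The indolic list had a median difference of -1.17, with 12 of 13 genes lower in atml1-3. In gir1-1 replicate 3, CYP79B2, chosen after its values were seen, stood at 46.1 CPM against 6.11 and 9.21 in the other libraries of that genotype. Without that library the median was -0.78, 11 of 13 genes were lower and the camera p-value was 0.0107, so the difference did not rest on it alone. Of the 4 matched splits, 1, the real one, gave a list p-value as small, and of the 6 others 0 did. No further explanation was tested for this list. As above, 4 splits could not have excluded a chance split, so by this test the pattern cannot be told apart from one.

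The 16 genes that differ between the mutants included 3 of the aliphatic list, 1 of the indolic list and 2 of the breakdown list. The indolic list's gene was UGT74B1, named after its values were seen. Whether it serves indolic synthesis alone was not examined. ESP, a breakdown gene named after its values were seen, was at 196 CPM in WT, 468 in gir1-1 and 88.1 in atml1-3. Its log2 difference between the mutants was -2.41 (SE 0.23), with an adjusted p-value of 0.00628 by edgeR. Of the 4 matched splits, 1 gave as many genes, and the other 3 gave 0. The 6 splits that part only 1 pair gave 0 as well, and a share under 0.05 cannot be reached. The number of genes with an unadjusted p-value under 0.05 was 1410 in the real split between 551 and 1519 in the other matched splits and between 497 and 939 in the 6 others. The set did not rest on scaling, with 16 genes shared under DESeq2's size factors and 13 under total counts, but its size depended on each library, with from 1 to 7 genes when one was left out. Of the 16, MLP43 passed under all 14 alternatives in which it was tested, with adjusted p-values from 2.41e-37 to 0.0429. The filter of at least 10 counts in every library left it untested, since it had 9, 5 and 0 counts in atml1-3. In simulated data without changes, with genes drawn independently, edgeR made 0 calls. Whatever the data, 4 splits could not have excluded a chance split, so the split test alone cannot tell the set apart from one.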

How the results depend on the processing

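The cause of each change listed here was not tested unless a value is given for it. The lists, the alternatives and the naming rule were fixed before the data were examined, except for robust estimation in edgeR, which was chosen after seeing the data.

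Scaling moved the counts little. With DESeq2's size factors edgeR gave 3, 0 and 16 genes for gir1-1 against WT, atml1-3 against WT and atml1-3 against gir1-1, the same genes as with TMM, and with total counts it gave 3, 0 and 13, all 13 among the 16. A 2-fold minimum could not change the counts, since all genes called changed at least 2-fold. The unadjusted p-value was under 0.05 for 2246 genes in atml1-3 where 0 passed.

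The choice of test and filter moved them. DESeq2's Wald test called 163 genes in gir1-1 (84 higher, 79 lower, against 2 and 1 with edgeR), 168 in atml1-3 (50 higher, 118 lower), 153 between the mutants (44 higher, 109 lower) and 20 changed the same way in both mutants, where edgeR called 3, 0, 16 and 0. It included the 3 and the 16 edgeR genes. It also put GIR1 in gir1-1 (-2.30, adjusted p-value 0.032, range over the alternatives 0.032 to 0.862) and ATML1 in atml1-3 (-1.51, adjusted p-value 0.00577, range 0.00577 to 0.659) past the threshold, and in gir1-1 also GIR2 (1.57, adjusted p-value 0.0217, range 0.0217 to 0.651) and MYB29 (4.01, adjusted p-value 0.00145, range 0.00145 to 0.606). In simulated data without changes, drawn with edgeR's own dispersion estimates, DESeq2 made between 7 and 17 calls and edgeR 0. Keeping every gene with a count gave 15 genes in gir1-1 (11 higher, 4 lower), 1 in atml1-3, 59 between the mutants (8 higher, 51 lower) and 1 in both mutants. Requiring at least 10 counts in every library gave 1 gene in gir1-1 and 10 between the mutants. That filter removes genes with few counts in one genotype. Limma-voom gave 6 genes in gir1-1 (5 higher, 1 lower), 0 in atml1-3 and 16 between the mutants, 11 of them shared with edgeR. Fitting only the genotypes compared gave 42 genes between the mutants (3 higher, 39 lower), and robust estimation gave 9, all among the 16.

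The replicate number as a block gave 1 gene in gir1-1, 0 in atml1-3 and 20 between the mutants, 10 of them shared with the fit without the block. Under it the list medians in gir1-1 were 2.60 for aliphatic genes (adjusted p-value 0.0846, range over the alternatives 1.16e-30 to 0.148) and 0.85 for indolic genes (0.128, range 1.07e-13 to 0.148), by camera. In atml1-3 the aliphatic median was -1.23 with the block. The deviations of same-numbered libraries from their genotype means had mean correlations of 0.040, -0.054 and -0.085 in the 3 contrasts, so the numbers showed no pairing of the libraries.

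Omitting libraries in turn gave from 0 to 6 genes in gir1-1, from 0 to 5 in atml1-3 and from 1 to 7 between the mutants, 6 fits each, and from 0 to 1 changed the same way in both mutants over 9 fits. The aliphatic median in gir1-1 was from 1.74 to 3.36, with the adjusted p-value between 0.0307 and 0.148 and under 0.05 in 1 of 6 fits by camera. The indolic median was from 0.75 to 1.20, with the adjusted p-value between 0.0606 and 0.148 and under 0.05 in 0 fits. The median of the HD-ZIP IV list in gir1-1 was from -0.23 to 0.04 and that of the giant cell list in atml1-3 from -0.37 to 0.001, so both changed sign in 1 fit. GIR2 in atml1-3 was from -0.40 to 0.47 and MYB28 in atml1-3 from -0.55 to 0.054. The Spearman correlation was from 0.376 to 0.579 over 9 fits.

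For the lists, fitting only the genotypes compared gave adjusted p-values of 0.114 for the aliphatic median of 2.27 and for the indolic median of 0.83 in gir1-1, and a reversed HD-ZIP IV median of 0.008. Over all 14 alternatives, the adjusted p-value was under 0.05 in 7 for the aliphatic list and 6 for the indolic list in gir1-1. The aliphatic median stayed positive in gir1-1 (0.75 to 3.36) and negative in atml1-3 (-2.08 to -0.26) under all of them. With the correlation between genes fixed at 0.01, the aliphatic list in atml1-3 passed, with a median of -1.62 and an adjusted p-value of 1.82e-07 (range over the alternatives 1.82e-07 to 0.486). The correlation between these genes estimated from the data was 0.439 in that test, far above the fixed value.

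The correlation between the mutants changed most when WT was split. With WT replicate 1, 2 or 3 given to gir1-1 and the others to atml1-3 it was 0.247, 0.105 and -0.157, and with that library given to atml1-3 it was -0.06, 0.051 and 0.224. The count of shared genes was not run with WT split, since it leaves an arm with 1 library. GIR2 in atml1-3 reversed to 0.024 with total counts and to 0.023 with limma-voom. Of 305 values of other named genes under the alternatives, 254 kept their direction and side of the threshold, 43 were weaker, 2 stronger (GIR2 and MYB29 in gir1-1 with DESeq2) and 6 reversed. GIR1 had between 7 and 12 counts in the gir1-1 libraries, above the floor of 3 counts, so its level there was measured, though on few counts.

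For the results against WT, other splits of the 6 libraries that part all same-numbered replicates gave these numbers out of 4, the real split included. As many genes were called in 1 for gir1-1 and in 4 for atml1-3. The other matched splits called 0 genes, with between 887 and 1334 genes at an unadjusted p-value under 0.05 for gir1-1, where the real split had 1442, and between 670 and 1516 for atml1-3, where it had 2246. The 6 remaining splits of each contrast part only 1 same-numbered pair and called 0 genes, with between 903 and 1757 genes at an unadjusted p-value under 0.05 for gir1-1 and between 447 and 1261 for atml1-3. For gir1-1, 2 of these, with 1509 and 1757, exceeded the real split. A list p-value as small occurred for gir1-1 in 1 for aliphatic, 1 for indolic, 1 for breakdown, 3 for giant cell and 3 for HD-ZIP IV genes, and for atml1-3 in 1, 4, 2, 2 and 2 in that order. Of the 6 remaining splits, 0, 0, 3, 1 and 2 were as small for gir1-1 and 2, 5, 4, 5 and 0 for atml1-3. The share cannot be under 0.05 with 4 splits. Among 100 regroupings of the 9 libraries with 1 of each replicate number per group, 52 had as high a Spearman correlation and 100 had at least 0 shared genes, a comparison that cannot come out otherwise.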

Other observations

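The tests in this part were chosen after the patterns they concern had been seen, except for the regroupings of the libraries.

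The Spearman correlation of 0.467 between the mutants' log2 fold changes was reached or passed in 52 of 100 regroupings of the 9 libraries, the real one included, and the median of the others was 0.472. The WT libraries used in both contrasts may therefore account for the whole correlation.

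In gir1-1, 6 genes had at least 20 counts in all 3 libraries and at most 3 counts in each of the 6 other libraries. WT and atml1-3 had 0 such genes each, and in no genotype was a gene missing in the same sense. The genes, chosen after their values were seen, were PBP1 (57, 61 and 68 counts in gir1-1), AT1G62975 (64, 59 and 40), AT1G14120 (101, 24 and 45), STP14 (21, 63 and 38) and the pseudogenes AT3G28315 (123, 51 and 27) and AT3G43828 (62, 37 and 43). Of the 27 sets of 3 libraries with 1 of each replicate number, only the gir1-1 set had as many, a count of 1 that includes it. None of the other sets had any. For a variant linked to GIR1 that acts on its neighbours, 0 of 6 lie within 2 Mb of GIR1, where 4.5% of the genes tested lie. The one-sided exact binomial p-value is 1, as it is for any count of 0, and shows only that the genes are not gathered there. Such a pattern may come from the mutation or from heritable differences of the gir1-1 line at other loci. The design has 1 line per mutant, and neither was tested.

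Nectary genes were nearly missing from gir1-1. CRC was at 1.14, 2.19 and 0.940 CPM in WT, 0, 0 and 0.0982 in gir1-1, and 1.19, 1.88 and 1.43 in atml1-3. Of the other genes on a list of 4, cwINV4 was at 8.07, 4.68 and 0.822 CPM in WT and at most 0.305 in gir1-1, SWEET9 was at 3.61, 0.547 and 0 in WT and 0 in every gir1-1 library, and AT1G74820 was at 6.64, 5.53 and 0.0587 in WT and at most 0.0566 in gir1-1. In atml1-3, cwINV4 was at 0.629, 2.7 and 3.7 CPM, SWEET9 at 0, 1.16 and 1.07, and AT1G74820 at 0.755, 0.579 and 1.07, so low values were not confined to gir1-1. The list was not tested in atml1-3 against WT. The list was lower in gir1-1 than in WT with a camera p-value of 0.0067 and a value adjusted over 4 marker tests of 0.0155. No fold is given, because most of these gir1-1 values are at or under the floor of 3 counts. For 5 stamen, petal and carpel genes the median log2 fold change was 0.03, with an adjusted p-value of 0.784 (camera). Nectaries sit at the base of the flower, and a difference in how much of that tissue came with the sepals could give this pattern, as could a change in nectaries of gir1-1. The sepal libraries cannot separate these. The aliphatic difference between the mutants was -5.16 with the nectary score in the model, but that score largely follows the genotype, so this test is weak.

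The shares of plastid, mitochondrial and ribosomal RNA were lower in both mutants than in WT. Transcripts of 87 plastid coding genes made up 0.0436% ± 0.00459 of counts in WT, 0.0283% ± 0.00133 in gir1-1 and 0.0235% ± 0.00424 in atml1-3 (mean ± SD, n = 3 each). Nuclear ribosomal RNA genes made up 0.155% ± 0.0417, 0.105% ± 0.00972 and 0.0994% ± 0.0245, and mitochondrial coding genes 0.00286% ± 0.000561, 0.00233% ± 0.00013 and 0.00232% ± 0.000163. The classes were first all plastid, mitochondrial and ribosomal RNA genes, which overlap, and were redefined as separate sets after that first result was seen. For each of the 3 classes, an exact permutation test of the 3 WT libraries against the 6 mutant libraries, two-sided on the difference of means, gave a p-value of 0.0119 and the same value after adjustment over the 3 classes. It is the smallest this design can give. For mitochondrial genes the groups barely parted. WT replicate 3 and atml1-3 replicate 1 both stood at 0.0025%, from 418 and 379 counts. WT replicate 2 was at 0.0035%, against 0.0026% in WT replicate 1. The mitochondrial difference is therefore less certain than its p-value makes it look. Carry-over of RNA without long poly(A) tails is a possible explanation, which predicts that the classes move together within genotypes. Deviations from the genotype means correlated at 0.815 between plastid and nuclear ribosomal RNA (Pearson, two-sided permutation p-value over 216 reorderings within genotypes 0.0833, adjusted over 3 relations 0.250, Spearman 0.8 with permutation p-value 0.0972, and 0.623 without the 2 libraries farthest from the median), but at -0.016 between mitochondrial and ribosomal RNA (permutation p-value 0.981, adjusted 0.981, Spearman 0.067 with permutation p-value 0.889, and 0.271 without the 2 farthest) and at 0.291 between plastid and mitochondrial RNA (permutation p-value 0.481, adjusted 0.722, Spearman 0.300 with permutation p-value 0.514, and 0.025 without the 2 farthest). The evidence for carry-over was thus mixed, and a lower plastid expression in the mutants cannot be told apart from it. All libraries are of one batch by the labels. Among the 20 genes with the smallest p-value in atml1-3, 5 were plastid or mitochondrial.

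Coding genes that overlap others were often listed at 0. Of 426 coding genes whose exons lie at least 95% within those of a gene on the other strand, 98.1% had no count in any library, against 18% of 19950 coding genes that overlap no other. Of 22 such genes within one on the same strand, 81.8% had none. A counting step that ignored strand and left out reads shared by overlapping genes is a candidate explanation. MYC2 is such a gene, listed at 0 in all 9 libraries with 98.5% of its exon within AT1G32630. For LGO, 40.3% of the exon overlaps a gene on the other strand, so its counts may be too low by the same route in every library.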
